A study of Mus musculus with 3 samples. Its data were reported in "Age-related epithelial defects limit thymic function and regeneration" (2024).

How the data were processed

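Thymi of 20-month-old C57BL/6 mice were digested with liberase and DNase, depleted of CD45+ cells by magnetic separation and sorted, and the stromal cells were run on a droplet platform with a 3' kit labelled v2, per the labels. The 3 libraries come from Foxn1Lin female, Foxn1Lin male and WT male mice, 1 library per group. The protocol text speaks of pooled thymi of female mice for all 3, which conflicts with the sex labels, and the sex genes followed the labels. The counts are UMIs per gene and barcode that the authors made with Cell Ranger 7.0.1 (filtered matrices) and 4 (raw matrices), per the file headers, with tdTomato and Cre sequences added to the mouse genes. The percent values in the deposited run summaries were made by the same software: of the reads, 56.4%, 67.4% and 68.1% had valid barcodes and 74.7%, 90.1% and 93% lay in cells, and sequencing saturation was 52.1%, 81% and 72.8% (Foxn1Lin female, Foxn1Lin male and WT male). Intronic reads were counted, since the deposited summaries place 66.3%, 81% and 83.2% of reads in the transcriptome and only 54.3%, 62.9% and 59.7% in exons.

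From the deposited counts, 17677 barcodes were taken. A cell was of low quality with at least 2 of 1000 genes or fewer, a mitochondrial share of 20% or more and 2000 UMIs or fewer, which 2564 cells met. Leiden clustering at resolution 1 gave 30 clusters, and the 5 with at least 50% low-quality cells were removed (2132 cells), then 34 cells that scrublet marked as doublets at an expected rate of 3.9%, then a hematopoietic cluster of 212 cells led by Igkc, Jchain and Ighm. This left 15299 cells (7135, 3207 and 4957) and removed 13.5%. Scrublet marked only 4, 22 and 12 cells, far under the expected rate, so removal of the highest scores was run as an alternative. A parathyroid cluster of 15 cells found among the TECs was counted with the mixed class.

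Cells were scaled to 10000 counts, log transformed with a pseudocount of 1 and reduced to 3500 highly variable genes, without ribosomal and hemoglobin genes and without the genes of the fixed lists. Principal components (25 for all cells, 45 for TECs) were integrated across libraries by Harmony, written anew in numpy, and 15 neighbours gave Leiden clusters at resolution 0.5 for all cells and 1.4 for TECs. A cluster took a class name where at least 3 of that class's markers, and 50% of them, were detected in 20% of cells at 1.5 times the level elsewhere, and names carry "-like" for that reason. Where several classes qualified, the one whose markers had the highest mean log fold was taken, and TEC class names were tried only within TECs. Clusters with markers of another class were called mixed, and 220 mixed cells among the TECs stayed in the TEC total. The Spp1+Prok2+ cluster, with 4 FB and 5 vSMC/PC markers, was mixed by this rule, and was kept as a class of its own after the clusters were seen. On simulated data with 1200 cells of 4 types the steps gave 4 clusters with an adjusted Rand index of 1 with Harmony, and 12 clusters with an index of 0.408 without.

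Reporter UMIs were counted per cell, as deposited and after random thinning of each cell to 2000 UMIs, with cells of fewer UMIs left out. The RNA outside cells was taken from raw barcodes with 1 to 20 UMIs (973374, 595957 and 811121 barcodes). Where a share was 0, an upper limit of 3 counts over the total was given. For each comparison of classes, counts were summed per library and class (at least 10 cells per sum), filtered with filterByExpr, scaled by TMM and fitted with edgeR 4.0.16 (quasi-likelihood, 2-sided, library as a block), and adjusted by Benjamini-Hochberg over all genes tested, with calls at an adjusted p of 0.05 or less. Lists were tested with limma 3.58.1 camera, with its preset correlation and with an estimated one, and adjusted over the lists of the comparison. Calls over a list were the same when adjusted over the list alone unless given. All genes were fitted, but only the 141 genes of 10 fixed lists are results, since these were held out of clustering. That does not make their tests independent of the clusters, which were cut from the same cells on genes that can vary with them. The lists are thymopoietic factors, MHC class II and class I presentation, NF-kB receptors and targets, epithelial junctions, mesenchymal genes of EMT, growth factor receptors, stromal growth factors, senescence and SASP, and dissociation and immediate early genes, beside the reporter and the sex genes. Comparisons were aaTEC1-like and each other TEC class against the other TECs, FB and EC against TECs, and, added after the clusters were seen, the Spp1+Prok2+ cluster against TECs and against FB-like cells. Fits held 6 sums (4 for basal-like), or 9 for the compartments.

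Pairs of single libraries were compared without a test, as log2 ratios of CPM with 0.5 CPM added (5 as alternative), and list medians were placed among 10000 random lists matched on expression. The named genes follow a rule fixed before the data were examined: per list up to 4 called genes with the largest change, and always Foxn1, Dll4, Ccl25, Cxcl12, Il7, Kitl, H2-Aa, Cd74, Cdh1, Zeb1, Fgfr2, Bmpr1a, Egfr, Fgf7, Fgf10, Bmp4, Ptn and Mdk. In pairs of libraries it takes the 5 highest and 5 lowest genes per compartment among those with at least 50 UMIs in the sums and over 10 CPM in one of them, without sex, ribosomal, hemoglobin and mitochondrial genes. Members of small counts outside the rule were named after their values were seen. Gene coordinates are 1-based on GRCm38.

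The fit was tested in 5 runs on simulated data drawn from the real means with known changes. In each comparison 335, 335 and 330 genes were changed 1.5, 2 and 4 times over all runs. The real fits called far more, at 4129 (aaTEC1-like), 5297 (Spp1+Prok2+ against TECs) and 9993 genes (FB against TEC, those sums alone). With more calls the adjusted cutoff is less strict, so the recovered and false shares may not carry over to the real fits. For aaTEC1-like cells against other TECs (14705 genes), edgeR recovered 4.18%, 34.0% and 81.5% of genes changed 1.5, 2 and 4 times, with 14.3% of its calls false. For the Spp1+Prok2+ cluster against TECs (14559 genes), these were 5.37%, 29.9% and 82.7% with 10.1% false, and for FB against TEC (16688 genes) 0.299%, 10.1% and 66.1% with 6.99% false. False shares thus lay above the nominal 5%, and calls near the threshold deserve that much doubt. DESeq2 had 7.56%, 3.87% and 36.7% of its calls false in the same 3 simulations. In simulated pairs of libraries 96.35% of counting intervals held the true ratio. Alternatives covered the quality filter, doublets, integration, cluster resolution, list genes in the clustering, comparison group, normalization, test (DESeq2 1.42.0), filter, library block and each library left out. Other tools were Python 3.11.15, scanpy 1.11.5, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3.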

Results

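Stromal cells of the aged thymus that lack the blood cell marker CD45 were profiled by droplet-based single-cell RNA sequencing to ask which of them descend from cells that once expressed Foxn1, the transcription factor that directs thymic epithelial identity. All mice were 20 months old and untreated. The data hold 3 libraries in 3 groups of 1. The Foxn1Lin female and Foxn1Lin male libraries come from mice in which a Cre recombinase under Foxn1 control switches on the fluorescent protein tdTomato for good. A thymic epithelial cell (TEC) and its progeny thus keep the label after Foxn1 is lost. The WT male library comes from mice without the reporter and gives the background. The comparisons follow 3 questions, namely where the reporter is found, how the TEC clusters differ from one another, and how fibroblasts and endothelial cells, which supply growth factors to the epithelium, differ from TECs.

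The Foxn1Lin female, Foxn1Lin male and WT male libraries held 8616, 3583 and 5478 cell barcodes with 53366016, 33386621 and 61258534 unique molecular identifiers (UMIs). The median cell had 4675, 7431 and 7947 UMIs and 2081.5, 2752 and 2964.5 genes, so the female library was the shallowest per cell. UMIs outside cell barcodes made up 26.5%, 12.9% and 9.46% of the total. Sex genes matched the labels: Xist had 29568 UMIs in the female library and 9 and 21 in the male libraries, and Eif2s3y had 0, 1552 and 2820. Ddx3y, also on the Y chromosome, had 460 UMIs in the female library against 4161 and 7849. The title of the WT male library says CD45-negative cells whereas its cell type label adds the endothelial marker PECAM1, yet endothelial-like cells were only 17.0% of it. Groups hold 1 library each, so no share or ratio between libraries has a replicate check, and all intervals on shares (95%, exact Clopper-Pearson) and on summed UMIs (95%, exact Poisson) cover counting error only.

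Fibroblast-like (FB-like) cells were the largest class in each library, at 40.2% (39.1 to 41.4) of 7135 kept cells in the Foxn1Lin female library, 35.2% (33.5 to 36.9) of 3207 in the Foxn1Lin male and 42.9% (41.5 to 44.3) of 4957 in the WT male. TECs took 11.9% (11.2 to 12.7), 18.1% (16.8 to 19.5) and 27.6% (26.3 to 28.8). Endothelial-like (EC-like) cells took 29.1% (28.1 to 30.2), 26.1% (24.6 to 27.6) and 17.0% (16.0 to 18.1). Mural cells (vSMC/PC-like, smooth muscle and pericytes) made up 8.54%, 15.8% and 8.01%. Mesothelial-like (MEC-like) cells reached 5.80% (5.27 to 6.37) in the female library against 0.156% (0.0506 to 0.363) and 1.13% (0.854 to 1.46). A cluster led by Spp1 and Prok2 held 44, 109 and 125 cells, or 0.617% (0.448 to 0.827), 3.40% (2.80 to 4.09) and 2.52% (2.10 to 2.997). Nonmyelinating Schwann-like (nmSC-like) cells made up 0.308%, 0.530% and 0.0605%. Different clusters carried a class in different libraries: the largest FB-like cluster was led by Smoc2 and Gdf10 in the female library (1352 of 2869 cells) and by Lsamp and Col6a6 in the male libraries (747 of 1129 and 1187 of 2128). The largest TEC cluster was 6 in the female library (277 cells) and 4 in the male libraries (254 and 418). Capillary cluster 1 was the largest EC-like cluster in all 3 (1553, 455 and 442 cells). Sorting, digestion and the depth gap can set these shares. Clusters with markers of several classes made up 3.504%, 0.655% and 0.767% and were kept apart as mixed.

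**Figure D1:**
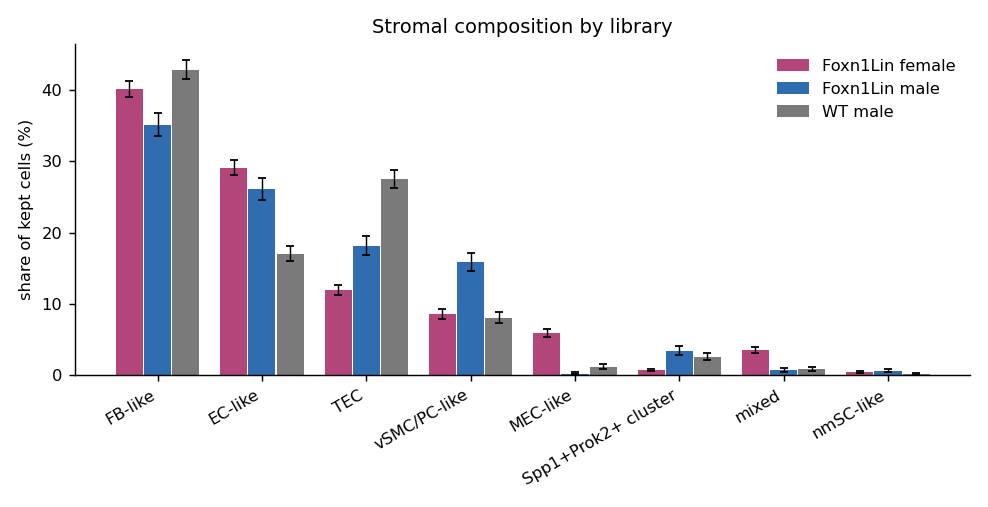
Share of kept cells per class (percent, vertical axis) in the Foxn1Lin female, Foxn1Lin male and WT male libraries. Bars are the share in 1 library and error bars its 95% exact binomial interval, which covers counting error only. TECs range from 11.9% in the Foxn1Lin female library to 27.6% in the WT male library.

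Among TECs the reporter was present in most cells of both Foxn1Lin libraries. At least 1 tdTomato UMI was found in 80.2% (77.4 to 82.8) of 849 TECs in the female and 88.1% (85.2 to 90.7) of 582 TECs in the male library, with 834 and 1255 CPM. FB-like cells, which are mesenchymal and should lack it, showed 13.7% (12.4 to 15.0) and 12.0% (10.204 to 14.1) at 24.9 and 23.7 CPM. The median depth was 9001 and 12359.5 UMIs in TECs and 6575 and 8650 in FB-like cells. No reporter UMI occurred in the WT male library: 0 of 1366 TECs allows a share of up to 0.220%, and 0 of 2128 FB-like cells up to 0.141%. After every cell was thinned to 2000 UMIs, which left out 99 and 47 TECs, the TEC shares were 59.9% and 74.2% and the FB-like shares 5.05% and 2.64% (174 and 30 cells left out).

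Cells with a reporter UMI were found in every named TEC class. Low-UMI barcodes, which sample free RNA, held it at 240 (213 to 269) and 426 (380 to 476) CPM, but markers of other cell types limit such RNA to 4.56% and 3.76% of TEC UMIs, or 10.9 and 16.0 CPM of reporter. Such limits are not firm, as FB-like cells held more reporter than theirs allow (5.57% and 0.423% of UMIs). The mTECprol-like level was 281 (242 to 324) and 469 (419 to 523) CPM, and the tuft-like level in the female library 333 (267 to 411) CPM. Cortical cTEC-like cells showed it in 90.5% and 93.8% of cells (female and male) and medullary mTEC1-like cells in 74.0% and 88.8%. Aire-linked mTEC2-like cells showed it in 78.0% and 92.4%, and proliferating mTECprol-like cells in 37 of 37 and 19 of 20 cells. These were deep cells (median 15579 and 37827.5 UMIs), and at 2000 UMIs each the mTECprol-like share was 43.2% and 8 of 20 cells. M-cell-like cells showed 79.5% and 72.7%, tuft-like cells 68.0% and 93.3%, and goblet-like cells 85.7% and 100%. Neuroendocrine-like cells showed it in 3 of 4 and 9 of 9 cells, and basal-like cells 85.7% and 100%. The highest level of a named class was 2079 and 2839 CPM in aaTEC1-like cells, a cluster with markers of the age-associated TEC1 subset. That cluster showed the reporter in 86.3% (73.7 to 94.3) of 51 and 87.5% (67.6 to 97.3) of 24 cells at a median depth of 4705 and 7812.5 UMIs. It was 84.6% and 19 of 20 cells after thinning (12 and 4 cells left out). A cluster led by Otog, the gene for an inner ear matrix protein, showed 94.6% (81.8 to 99.3) of 37 and 95.7% (85.2 to 99.5) of 46 cells at 1428 and 2732 CPM. The Spp1+Prok2+ cluster, with 4 FB and 5 vSMC/PC markers and few TEC transcripts, showed 84.1% (69.9 to 93.4) of 44 and 94.5% (88.4 to 98.0) of 109 cells at 1313 and 1803 CPM and a median depth of 5111 and 9419 UMIs. After thinning it showed 79.5% and 91.6% (5 and 2 cells left out). TEC cluster 17, with a median of only 1273 UMIs per cell and no class of its own, stood apart at 26.1% and 13.3%. Its level, 250 (120 to 460) and 330 (151 to 626) CPM, overlapped that of mTECprol-like cells.

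Outside the epithelium, EC-like cells held more reporter than FB-like cells. The share was 20.3% (18.6 to 22.1) and 29.1% (26.01 to 32.3) of cells at 52.8 and 46.3 CPM, against 13.7% and 12.0% at 24.9 and 23.7 CPM in FB-like cells, and the median EC-like cell had 3754 and 7349.5 UMIs. Thinning gave 10.9% and 8.61% of EC-like cells (283 and 35 left out). vSMC/PC-like cells showed 14.8% and 14.8% at 47.1 and 31.3 CPM.

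**Figure D2:**
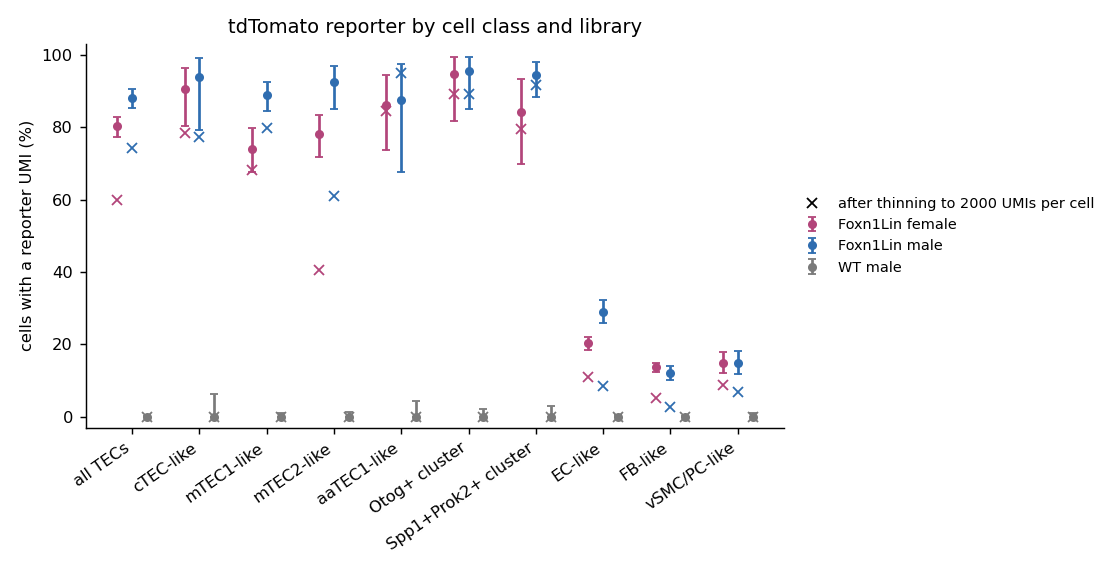
Share of cells with at least 1 tdTomato reporter UMI (percent, vertical axis) by cell class in the Foxn1Lin female, Foxn1Lin male and WT male libraries. Circles with bars are the share and its 95% exact binomial interval, which covers counting error only, and crosses are the share after each cell was thinned to 2000 UMIs. Named TEC classes and the Spp1+Prok2+ cluster lie far above EC-like, FB-like and vSMC/PC-like cells in both Foxn1Lin libraries, and the WT male library lies at 0 throughout.

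The 2797 TECs fell into classes whose shares varied between libraries. mTEC1-like cells made up 25.3%, 44.7% and 29.4% of TECs in the Foxn1Lin female, Foxn1Lin male and WT male libraries, mTEC2-like cells 25.2%, 15.8% and 19.6%, cTEC-like cells 7.42%, 5.50% and 4.17%, and mTECprol-like cells 4.36%, 3.44% and 5.78%. Mixed cells made up 12.7%, 3.26% and 6.81%. Their clusters 13, 14 and 24 (90, 77 and 16 cells) carried 4, 3 and 4 of the 4 cTEC markers, so the cTEC-like shares may be too low. Those cells also stayed among the other TECs in the cTEC-like comparison. aaTEC1-like cells were 6.01%, 4.12% and 6.15% (51, 24 and 84 cells), and the Otog+ cluster 4.36%, 7.90% and 12.2% (37, 46 and 166 cells). The aaTEC1-like name rests on 4 of 5 markers: Cldn3 was detected in 63.5% of aaTEC1-like cells against 31.0% of all TECs, Plet1 in 62.3% against 16.9%, Cldn4 in 51.6% against 31.2%, and Krt19 in 34.0% against 17.2%. None of the 5 was among its 10 leading genes (Stc1, BC006965, Adgrl3, Chst9, Car13, Shank2, Aldoc, Sox10, Tmod1 and Wfdc18). The fifth, Krt7, stood at 44.0% against 42.8%. These markers are not private to the cluster: the goblet-like, basal-like and neuroendocrine-like clusters showed all 5 and the tuft-like cluster 4, each beside more markers of its own class or as many. Markers of other cell types also stood in that cluster, with the mesothelial gene Msln in 44.7% of cells against 18.4% of all TECs, the Schwann cell gene Sox10 in 42.1% against 9.22% and the pericyte gene Rgs5 in 34.6% against 25.8%. No TEC cluster took the aaTEC2 name, which was tried only within the TECs. Some, such as 8 and 9, showed 3 of its 4 markers but took another name. The Spp1+Prok2+ cluster lay outside the TECs and so could not take it. Of the 4 aaTEC2 markers fixed here, this cluster held Pdpn in 84.9% and Vim in 85.3% of cells, but Krt5 in 3.96% and Krt17 in 11.9%. Krt5 and Krt17 were also TEC markers here. The paper identified aaTEC2 by flow cytometry as cells with MHC class II and podoplanin but without EpCAM and PDGFRa, so neither keratin is part of that definition. In RNA rather than protein, the cluster held Epcam in 8.27% of cells against 86.8% of TECs. It held Pdgfra in 20.5% against 85.9% of FB-like cells. H2-Aa stood at 688 CPM, against 76.6 in FB-like cells and 2516 in TECs. Whether this cluster is that subset was not tested. The cluster's comparison with TECs was therefore made under its leading genes and was added after the data were seen.

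The cluster named aaTEC1-like by its markers was compared first, and with no young sample its link with age was not tested. Set against the other TECs of the same library, 7 of 8 factors that guide developing T cells and 10 of 11 MHC class II presentation genes were lower, and 7 of 11 junction and 7 of 15 growth factor receptor genes were higher. None of these lists was called with an estimated correlation (camera adjusted p = 0.154, 0.154, 0.226 and 0.305). With few sums and library as a block, that test has few degrees of freedom, so it cannot decide whether a list differs. It also left uncalled the MHC class II list of FB-like cells against TECs, where every gene was lower. The same limit applies to this test in the comparisons that follow. Foxn1 itself stood at 21.4 ± 9.80 CPM against 76.3 ± 19.8 CPM (SD, n = 3; log2 fold change −1.56, SE 0.25, edgeR adjusted p = 4.8e-04). Of 139 list genes tested, 37 were higher, 55 lower and 47 not called. Calls come from edgeR's quasi-likelihood test on UMIs summed per library and class, with library as a block and Benjamini-Hochberg adjustment over 14977 genes. Genes named as higher or lower went that way in 3 of 3 libraries unless stated, here and in the comparisons that follow. These p-values measure only the spread of the class difference over the 3 libraries, which also differ in genotype and sex. Clusters were cut from the same cells and named by related markers. Here and in the comparisons that follow, calls thus describe the clusters and are no independent support for their names. The aaTEC1-like sums held 394913 to 1797698 UMIs. Foxn1 lies on chromosome 11 at 78357577 to 78386558, and Ccl25 on chromosome 8 at 4325210 to 4360020 (GRCm38).

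Among the thymopoietic factors, 7 of 8 were lower and Il7, the interleukin that sustains early thymocytes, was not called (0.32 on the log2 scale, edgeR adjusted p = 0.229, and −0.44 against mTEC1-like cells alone). Ccl25, a chemokine that draws progenitors to the thymus, had a log2 fold change of −2.11, edgeR adjusted p = 6.7e-06, Cxcl12, which binds Cxcr4 on thymocytes, −1.84, edgeR adjusted p = 2.7e-04, and Ccl19, which has near-identical copies and so is uncertain, −3.55. Kitl, the stem cell factor, stood at 17.5 ± 11.8 CPM against 87.8 ± 14.4 CPM (log2 fold change −1.92), and the Notch ligand Dll4 at 2.15 ± 2.43 CPM against 12.7 ± 4.41 CPM (log2 fold change −2.61). For the list, camera adjusted p = 3.0e-06, and adjusted p = 0.154 with an estimated correlation. The MHC class II list had 10 of 11 genes lower, or 11 when adjusted over the list alone (camera adjusted p = 1.6e-07, and adjusted p = 0.154 with an estimated correlation). They included the class II chain H2-Aa (1193 ± 479 CPM against 2578 ± 294 CPM, edgeR adjusted p = 0.00422), its chaperone Cd74 (−0.92, edgeR adjusted p = 0.00476) and also H2-DMb2 (−3.28) and H2-Oa (−2.62). Of 13 MHC class I genes, 3 were higher and Psmb10 was lower (−1.56), with camera adjusted p = 0.376. The 3 higher ones, H2-K1 (0.58), H2-D1 (0.63) and Tap1 (0.60), did not hold: with the highest doublet scores removed H2-K1 turned to −0.11 and H2-D1 to −0.10, and without the WT male library none was called (0.44, 0.55 and 0.65). Without that library Dll4 was not called either (−2.21), nor H2-K1 and H2-D1 without the Foxn1Lin female (0.59 and 0.64) or Tap1 without the Foxn1Lin male library (0.41).

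Part of the difference in this group came from classes other than mTEC1. Set against mTEC1-like cells alone, Foxn1 (−0.73), H2-Aa (−0.48), Cd74 (−0.43), H2-Oa (−0.55), Psmb10 (−0.37) and the receptor Tnfrsf11a (−0.34) were no longer called, Ccl25 turned to 0.29, and 36 list genes were lower instead of 55, 27 of them lower in both. There 38 list genes were higher instead of 37, 30 of them higher in both, so that 57 of 92 calls were kept. In a fit without library as a block, 26 list genes were higher and 40 lower, and Ccl25 (−2.06, edgeR adjusted p = 0.0991), Cxcl12 (−1.74, edgeR adjusted p = 0.105) and Cd74 (−0.92, edgeR adjusted p = 0.071) were not called, nor were H2-K1, H2-D1, Tap1, Zeb1, Bmpr1b, Fgf10 and Cxcl2. Kitl lost its call with no integration across libraries (−0.44), a planned setting, and in a pair of settings chosen after the data were seen, with the Otog+ cluster added to the aaTEC1-like cells (−0.28) and with the highest doublet scores removed (−0.27). The class was larger in these settings, where its smallest sum held 782163, 822542 and 775987 UMIs in the genes fitted against 393792.

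Junction genes were higher in 7 of 11 cases and lower in none, or 8 higher when adjusted over the list alone (camera adjusted p = 1.9e-04, and adjusted p = 0.226 with an estimated correlation). Among them were Cdh1, the epithelial cadherin (log2 fold change 1.03, SE 0.16, edgeR adjusted p = 4.6e-04), the tight junction gene Ocln (131 ± 32.8 CPM against 55.1 ± 6.58 CPM, log2 fold change 1.41) and the polarity gene Crb3 (1.06). Cldn7 (1.42) lost its call with the highest doublet scores removed (0.35). The mesenchymal genes of epithelial-mesenchymal transition (EMT) went the other way, with 2 higher and 14 lower of 23, or 3 and 15 when adjusted over the list alone (camera adjusted p = 1.9e-04, and adjusted p = 0.349 with an estimated correlation). Fibronectin Fn1 (−3.57, SE 0.31) and S100a4 (−3.55) were far lower, the repressor of Cdh1, Zeb1, was lower by less (−0.71) and lost its call under other clusterings (−0.35 with no integration), and Cald1 and Thbs1 (2 of 3 libraries) were the 2 higher ones.

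Growth factor receptors were higher in 7 of 15 cases and lower in none (camera adjusted p = 0.00168, and adjusted p = 0.305 with an estimated correlation). The neuregulin receptor Erbb3 stood at 94.3 ± 21.7 CPM against 29.0 ± 9.89 CPM (log2 fold change 1.88, SE 0.19, edgeR adjusted p = 1.9e-05), with Sdc4 at 1.61, Fgfr1 at 1.32 and Bmpr1b at 1.23 on the log2 scale. Fgfr2, the receptor of the TEC mitogens Fgf7 and Fgf10, was not called (−0.48, edgeR adjusted p = 0.0995), but was called lower against mTEC1-like cells (−1.38, edgeR adjusted p = 0.00123), without the female library (−0.79), with no filter (−0.53) and with doublet calls kept (−0.53). Bmpr1a (0.25) and Egfr (0.21) were not called, and both turned negative against mTEC1-like cells, where Bmpr1a (−0.33) was not called but Egfr was (−0.89, edgeR adjusted p = 0.00393). Of 18 stromal growth factors, 2 were higher and 10 lower, or 12 lower when adjusted over the list alone (camera adjusted p = 0.00913, and adjusted p = 0.349 with an estimated correlation). Tgfb2 (391 ± 105 CPM against 77.7 ± 8.07 CPM, log2 fold change 2.46, edgeR adjusted p = 2.0e-06) and Ptn, the gene for pleiotrophin (1.21), were the 2 higher. Fgf7 (0.34), Bmp4 (−0.54) and Mdk (−0.23) were not called. Bmp4 and Mdk were called higher in 3 planned settings, at 2.75 (edgeR adjusted p = 2.5e-04) and 1.13 (edgeR adjusted p = 3.6e-04) with no integration, 2.39 and 0.997 with doublet calls kept and 2.17 and 0.99 with the lists left in the clustering. So they were in a pair chosen after the data were seen, at 2.81 and 1.26 with the Otog+ cluster added and 3.29 and 1.25 with the highest doublet scores removed. Mdk also changed sign without the Foxn1Lin male library (0.13). Fgf10 had 1 UMI in the 159 aaTEC1-like cells.

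The NF-kB receptors and targets had 0 higher and 6 lower of 11 (camera adjusted p = 0.00327, and adjusted p = 0.314 with an estimated correlation), among them Tnfrsf11a, the receptor RANK (−2.06), and Traf3 (−1.60). Cd40 (−1.66) and Traf1 (−3.07) turned to 1.38 and 0.64 against mTEC1-like cells. The senescence and secretory (SASP) list had 2 higher and 9 lower of 15, or 10 lower when adjusted over the list alone (camera adjusted p = 0.00327, and adjusted p = 0.305 with an estimated correlation). The cell cycle inhibitor Cdkn2a (−3.07, edgeR adjusted p = 1.7e-04) and Igfbp7 (−2.54) were lower, and Timp1 and Lmna higher. Immediate early genes, which tissue dissociation induces, were higher in 14 of 16 cases and lower in none, or 15 higher when adjusted over the list alone (camera adjusted p = 4.7e-16, and adjusted p = 0.154 with an estimated correlation), with Fos at 1.82, Ier3 at 1.79 and Atf3 at 1.73.

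**Figure D3:**
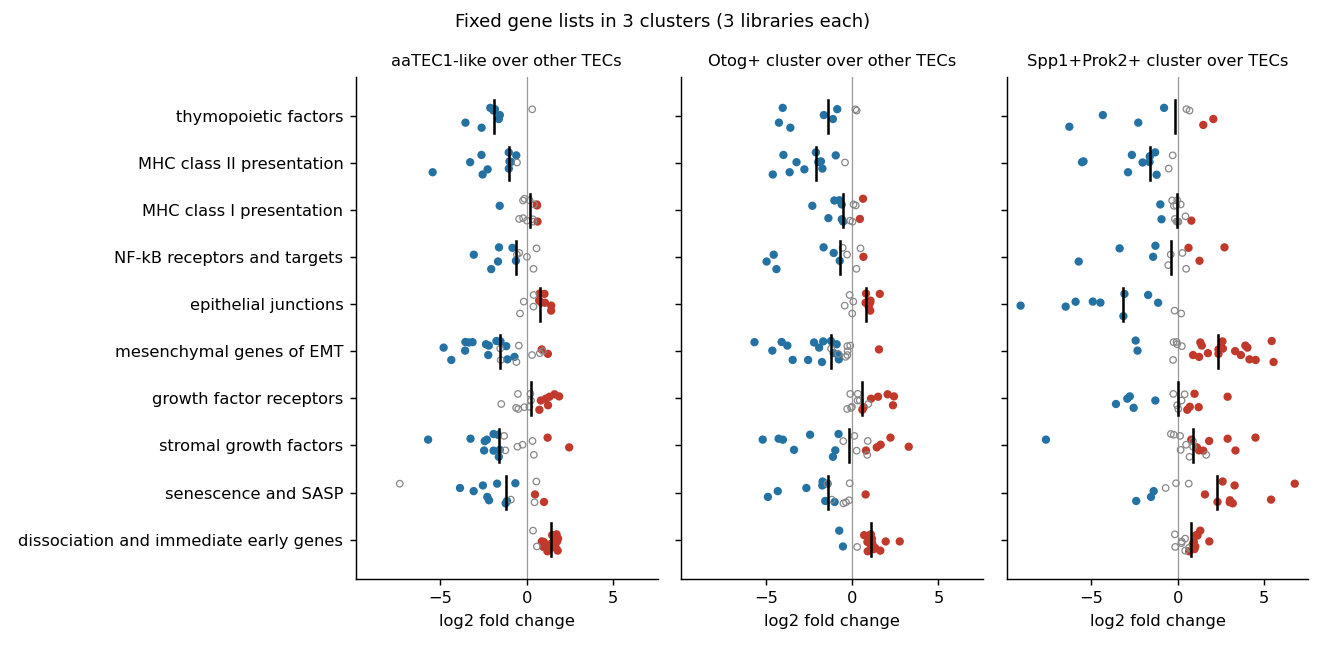
Log2 fold change (horizontal axis) of each gene of the 10 fixed lists in aaTEC1-like cells and in the Otog+ cluster over the other TECs, and in the Spp1+Prok2+ cluster over TECs, fitted on sums of 3 libraries. Each point is a gene, red where called higher, blue where called lower and open where not called at an edgeR adjusted p of 0.05, black lines are list medians, and a gene with no UMI on one side is drawn at its fitted value, which is no bound. MHC class II genes lie mostly to the left in all 3 panels, and junction genes to the right in the first 2 panels and to the left in the third.

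The Otog+ cluster, which shows 2 of the 5 aaTEC1 markers, had 37 list genes higher, 61 lower and 41 not called of 139. Foxn1 (−1.64, edgeR adjusted p = 1.1e-04), Dll4 (−3.58), Ccl25 (−4.02) and H2-Aa (−1.81, edgeR adjusted p = 2.1e-06) were lower than in the other TECs, and Cdh1 (1.60) and Ptn (2.22) higher. By list, thymopoietic factors had 0 higher and 6 lower of 8 (camera adjusted p = 0.00543, and adjusted p = 0.219 with an estimated correlation), MHC class II genes 0 higher and 10 lower of 11 (0 higher and 11 lower when adjusted over the list alone, camera adjusted p = 1.3e-08, and adjusted p = 0.192 with an estimated correlation), receptors 7 higher and 0 lower of 15 (camera adjusted p = 2.1e-04, and adjusted p = 0.192 with an estimated correlation) and junctions 7 higher and 0 lower of 11 (camera adjusted p = 0.00215, and adjusted p = 0.194 with an estimated correlation).

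The conventional classes set the scale for these values. In cTEC-like cells, which select the thymocyte repertoire, Foxn1 (1.14, edgeR adjusted p = 0.00303), Ccl25 (2.14), Cxcl12 (2.38), Kitl (1.12) and Il7 (0.86) were higher than in other TECs, and thymopoietic factors had 6 higher and 1 lower of 8 (camera adjusted p = 0.0144, and adjusted p = 0.562 with an estimated correlation). In mTEC2-like cells, which display tissue antigens, H2-Aa (1.39, edgeR adjusted p = 7.1e-04) and Cd74 (1.23) were higher and Cxcl12 (−4.75), Egfr (−2.29) and Ptn (−3.45) lower, and MHC class II genes had 10 higher and 0 lower of 11 (camera adjusted p = 6.0e-08, and adjusted p = 0.437 with an estimated correlation). mTEC1-like cells held more Egfr (1.73, edgeR adjusted p = 1.2e-04), Fgfr2 (1.42) and Bmpr1a (0.80) and less Foxn1 (−0.91). Immediate early genes were called lower in all 16 cases in mTEC2-like and mTECprol-like cells (camera adjusted p = 7.4e-12, and adjusted p = 0.437 with an estimated correlation for mTEC2-like, camera adjusted p = 2.3e-12, and adjusted p = 0.311 with an estimated correlation for mTECprol-like). Tuft-like cells had 0 higher and 8 lower of 11 MHC class II genes (camera adjusted p = 8.0e-06, and adjusted p = 0.197 with an estimated correlation), and M-cell-like cells 6 higher and 0 lower of 11 (7 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.0106, and adjusted p = 0.647 with an estimated correlation). Basal-like cells, with 4 sums, had 6 higher and 17 lower of 138 list genes, and the low-depth cluster 17 had 0 higher and 26 lower of 137. In cluster 17 the median log2 fold change over all 13918 genes tested was −1.11, so its lower calls go with a shift of all genes.

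The Spp1+Prok2+ cluster carried the reporter but few epithelial transcripts. Against TECs, 9 of 11 junction genes were lower and 18 of 25 mesenchymal genes higher, with Fn1 and Cdh2 lower. Neither list was called with an estimated correlation (camera adjusted p = 0.167 and 0.15), a test that cannot decide this with so few sums. Cdh1 stood at 27.3 ± 24.3 CPM against 609 ± 150.2 CPM (log2 fold change −4.47, SE 0.43, edgeR adjusted p = 1.9e-06) and the collagen gene Col3a1 at 895 ± 228 CPM against 23.9 ± 10.8 CPM (log2 fold change 5.56, SE 0.28, edgeR adjusted p = 1.3e-08). Of 141 list genes, 54 were higher, 39 lower and 48 not called among 14923 genes tested. The epithelial marker Epcam was detected in 8.27% of its cells against 86.8% of TECs and 3.31% of FB-like cells. Mural markers stood in it as well, with Notch3 in 80.2% of cells against 24.7% of FB-like and 88.7% of vSMC/PC-like cells, and Tagln in 52.9% against 8.98% and 72.3%. Foxn1 had 2 UMIs in its 278 cells. The smallest of its sums, from the female library, held 258171 UMIs.

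Mesenchymal genes had 18 higher and 2 lower of 25 (camera adjusted p = 3.6e-15, and adjusted p = 0.15 with an estimated correlation). The transcription factors Zeb2 (5.45, edgeR adjusted p = 1.3e-08), Snai1 (4.52) and Zeb1 (1.76) and the collagen Col1a2 (4.16) were higher, and Fn1 (−2.32) and Cdh2 (−2.43) were the 2 lower. Junction genes had 0 higher and 9 lower of 11 (camera adjusted p = 1.8e-07, and adjusted p = 0.167 with an estimated correlation), with the splicing regulator Esrp1 at −4.91. MHC class II genes had 0 higher and 9 lower of 11 (0 higher and 10 lower when adjusted over the list alone, camera adjusted p = 2.2e-07, and adjusted p = 0.15 with an estimated correlation), with H2-Aa at −1.63, edgeR adjusted p = 5.6e-05 and Cd74 at −1.61. MHC class I genes had 1 higher and 2 lower of 13 (camera adjusted p = 0.778), and Nlrc5, the one higher (0.80), was not called without the WT male library (0.57).

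Thymopoietic factors had 2 higher and 4 lower of 8 (3 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.289). Ccl25 was lower (−4.33, edgeR adjusted p = 7.2e-08), Kitl (1.49, edgeR adjusted p = 1.6e-04) and the copy-prone Ccl19 (2.07) were higher, and Il7 was not called (0.51, or −0.22 against mTEC1-like cells). Dll4 (−2.28) lost its call without the Foxn1Lin male (−1.75) or WT male library (−1.78), as did Cxcl12 (−0.78) without the Foxn1Lin female (−0.38) or WT male library (−0.94). Stromal growth factors had 8 higher and 1 lower of 18 (10 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00243, and adjusted p = 0.159 with an estimated correlation). Ptn (1412 ± 498 CPM against 73.6 ± 23.5 CPM, log2 fold change 4.51, SE 0.25, edgeR adjusted p = 1.6e-08) and the alarmin Il33 (3.35) were higher, and Bmp4 (0.89) and Mdk (0.49) were not called. Fgf10 (2.90) and Fgf7 (1.83) were called higher, but not without the WT male library (1.73 and 1.85), nor Fgf7 without the Foxn1Lin female (1.57).

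Among receptors, 5 higher and 5 lower of 15 gave a list median of 0.04 and a mean of −0.42 against a test that pointed up (camera adjusted p = 0.669). Fgfr1 was higher (2.90, edgeR adjusted p = 8.0e-08), and Met (−2.91) and Erbb3 (−2.77) lower. Fgfr2 (0.04) and Bmpr1a (0.23) were not called and, like the called Egfr (0.98), turned negative against mTEC1-like cells (−0.88, −0.34 and −0.12), and Fgfr2 also with the DESeq2 factors (−0.05) and without the Foxn1Lin male or WT male library (−0.01 and −0.13). The SASP list had 9 higher and 3 lower of 15 (10 higher and 3 lower when adjusted over the list alone, camera adjusted p = 5.0e-07, and adjusted p = 0.159 with an estimated correlation), with Mmp3 (6.78), Il6 (5.41) and Igfbp7 (3.30) higher and Cdkn2a (−1.38), Cdkn2b (−2.40) and Cxcl2 (−1.54) lower. NF-kB genes had 3 higher and 4 lower of 11 (3 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.224), with Tnfaip3 at 2.71 and Tnfrsf11a at −5.73. Immediate early genes had 9 higher and 0 lower of 16 (10 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.00142, and adjusted p = 0.159 with an estimated correlation), led by Nr4a1 (1.84).

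Set against FB-like cells of the same library, the Spp1+Prok2+ cluster differed in MHC class II genes and Il7. MHC class II genes were higher in 8 of 9 cases, or 9 when adjusted over the list alone (camera adjusted p = 1.4e-22, and adjusted p = 0.273 with an estimated correlation), with H2-Aa at 688 ± 143 CPM against 76.6 ± 38.0 CPM (log2 fold change 3.25, SE 0.26, edgeR adjusted p = 2.2e-05), Cd74 at 3.48 and the class II transactivator Ciita at 3.47. Il7 stood at 102.98 ± 32.8 CPM against 12.9 ± 5.26 CPM (log2 fold change 3.02, SE 0.20, edgeR adjusted p = 5.8e-06). Of 131 list genes 26 were higher, 30 lower and 75 not called among 13059 genes tested. The fibroblast marker Pdgfra was detected in 20.5% of its cells against 85.9% of FB-like cells, and Dcn in 81.3% against 98.7%. In a fit without library as a block, 15 list genes were lower instead of 30.

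Junction genes had 5 higher and 0 lower of 6 (camera adjusted p = 3.6e-05, and adjusted p = 0.483 with an estimated correlation). Ocln (5.01) and Dsp (4.49) were higher, as was Cdh1 (3.03), which was not called without the WT male library (2.37) or with the highest doublet scores removed (1.37). Mesenchymal genes had 2 higher and 13 lower of 25 (3 higher and 13 lower when adjusted over the list alone, camera adjusted p = 1.0e-05, and adjusted p = 0.465 with an estimated correlation), with Fn1 (−4.32, edgeR adjusted p = 6.0e-06), Cdh2 (−2.53), Twist1 (−2.15) and Zeb1 (−1.36) lower and Tpm1 and Tpm2 higher. Stromal growth factors had 1 higher and 9 lower of 17 (camera adjusted p = 2.7e-04, and adjusted p = 0.496 with an estimated correlation). Fgf10 (−2.39, edgeR adjusted p = 1.5e-04) and Bmp4 (−2.40) were lower and Mdk higher (1.52), whereas Fgf7 (−2.26) lost its call without the WT male library (−1.74). Kitl (−0.16) was not called, nor was Ptn (−0.06, which changed sign without either male library, 0.06 and 0.17). Receptors had 4 higher and 1 lower of 14 (5 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.0531), with Bmpr1b (6.14) and Sdc4 (1.97) higher, Fgfr1 lower (−0.87), Egfr not called (−0.40), and Fgfr2 (1.16) not called without the WT male library (1.07).

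Thymopoietic factors had 2 higher and 2 lower of 7, with a median of −0.16 and a mean of −0.02 against a test that pointed up (camera adjusted p = 0.629). Ccl19 was higher (1.35), Cxcl12 (−1.07) lower, Flt3l (−1.95) lower but not called without the WT male library (−2.11), and Ccl25 not called (0.05, or −0.44 without that library). Dll4 was not called (−1.37), but was without the female library (−2.91). The SASP list had 1 higher and 3 lower of 15 (camera adjusted p = 0.281), with Timp1 higher (2.14). MHC class I had 1 higher and 2 lower of 13 (1 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.993), NF-kB genes 0 higher and 1 lower of 11 (0 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.979) and immediate early genes 2 higher and 0 lower of 16 (3 higher and 0 lower when adjusted over the list alone, camera adjusted p = 0.73).

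FB-like cells held more of several growth factors than TECs. Fgf10, a mitogen of TECs, stood at 147 ± 44.0 CPM against 5.01 ± 1.72 CPM (log2 fold change 5.37, SE 0.51, edgeR adjusted p = 1.3e-04) and Fgf7, or keratinocyte growth factor, at 39.3 ± 5.07 CPM against 4.35 ± 5.07 CPM (log2 fold change 4.10, SE 0.52, edgeR adjusted p = 4.9e-04), in FB-like cells against TECs. Of 141 list genes 67 were higher, 45 lower and 29 not called among 17116 genes tested, in a fit of 9 sums with 7091880 to 28989900 UMIs. The self-test of this comparison recovered 66.1% of genes changed 4 times and 0.299% of those changed 1.5 times. Fgf7 lies on chromosome 2 at 126034658 to 126091185, Fgf10 on chromosome 13 at 118669791 to 118792115 and Bmp4 on chromosome 14 at 46383520 to 46390669.

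Stromal growth factors had 12 higher and 2 lower of 18 (14 higher and 2 lower when adjusted over the list alone, camera adjusted p = 2.9e-04, and adjusted p = 0.311 with an estimated correlation). Bmp4 (3.33, edgeR adjusted p = 3.6e-04), Ptn (4.82, edgeR adjusted p = 2.3e-04), Il33 (5.18) and Kitl (1.75) were higher, and the 2 lower were Fgf21 and Mdk (−0.86, not called without the WT male library at −0.66). Receptors had 5 higher and 8 lower of 15 (camera adjusted p = 0.621). Fgfr2 (−0.95, edgeR adjusted p = 6.7e-04), Bmpr1b (−5.78) and Erbb3 (−4.46) were lower, Fgfr1 higher (3.96), and Bmpr1a not called (0.40). Egfr was higher (1.51), but not called without the WT male library (1.60). Thymopoietic factors had 2 higher and 3 lower of 8 (2 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.47). Foxn1 had 21 UMIs in FB-like cells, Ccl25 (−4.24) and Il7 (−2.37, edgeR adjusted p = 3.8e-05) were lower and Flt3l (2.57) higher. Cxcl12 was not called (0.38) until the mixed TEC clusters were left out (0.79), nor was Dll4 (−0.89) until the WT male library was (−1.38).

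Identity genes parted as the classes were named, with junctions at 1 higher and 10 lower of 11 (camera adjusted p = 9.4e-09, and adjusted p = 0.146 with an estimated correlation), MHC class II at 0 higher and 11 lower of 11 (camera adjusted p = 1.4e-10, and adjusted p = 0.146 with an estimated correlation) and mesenchymal genes at 20 higher and 2 lower of 25 (camera adjusted p = 1.4e-10, and adjusted p = 0.0846 with an estimated correlation). Cdh1 (−7.33), H2-Aa (−4.75, edgeR adjusted p = 4.1e-05) and Cd74 (−4.98) were lower, and Zeb1 (3.26), Twist1 (5.92) and Col1a2 (6.37) higher. The SASP list had 9 higher and 2 lower of 15 (camera adjusted p = 0.00114, and adjusted p = 0.146 with an estimated correlation), with Mmp3 (6.74), Il6 (6.05) and Igfbp7 (4.45) higher. Immediate early genes had 11 higher and 1 lower of 16 (camera adjusted p = 0.03, and adjusted p = 0.697 with an estimated correlation), MHC class I 5 higher and 2 lower of 13 (camera adjusted p = 0.641) and NF-kB genes 4 higher and 4 lower of 11 (camera adjusted p = 0.848).

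EC-like cells were set against TECs in the same fit. Their sums also held more UMIs of erythroid markers than free RNA gives (48989, 8573 and 3851 against 1515, 108 and 622 in TECs, in the female, Foxn1Lin male and WT male libraries). They were higher than TECs in the Notch ligand Dll4 (109 ± 6.81 CPM against 12.2 ± 4.28 CPM, log2 fold change 3.69, SE 0.35, edgeR adjusted p = 1.2e-04), in Kitl (4.07, edgeR adjusted p = 2.9e-05), in Cxcl12 (2.64, edgeR adjusted p = 1.1e-04) and in Bmp4 (2.33), and lower in Il7 (−3.57), Ccl25 (−4.29) and Mdk (−5.00). Of 141 list genes 41 were higher, 68 lower and 32 not called in the same fit of 9 sums. Kitl and Bmp4 were called higher than in TECs in FB-like cells as well. Foxn1 had 25 UMIs in EC-like cells. Dll4 lies on chromosome 2 at 119325784 to 119335962, Kitl on chromosome 10 at 100015630 to 100100416 and Cxcl12 on chromosome 6 at 117168535 to 117181367.

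Thymopoietic factors had 3 higher and 4 lower of 8 (camera adjusted p = 0.794) and stromal growth factors 3 higher and 14 lower of 18 (camera adjusted p = 0.218). Fgf7 (−2.14), Fgf10 (−1.80) and Ptn (−2.10) were lower, but none of them was called without the WT male library (−2.57, −1.75 and −2.17), nor Fgf7 and Fgf10 without the Foxn1Lin male (−2.16 and −1.28). Counts were small, with 10, 2 and 4 Fgf7 UMIs in EC-like cells against 108, 13 and 42 in TECs (female, Foxn1Lin male, WT male). Fgf10 had 24, 1 and 3 against 72, 45 and 98. The TEC sums also keep a mixed cluster with all 5 FB markers. Receptors had 3 higher and 10 lower of 15 (camera adjusted p = 0.218), with Bmpr1a (−4.67, edgeR adjusted p = 1.1e-04), Egfr (−5.28, edgeR adjusted p = 1.5e-04), Erbb3 (−5.14) and Fgfr2 (−0.94) lower and Fgfr3, Bmpr2 and Itgb1 higher. MHC class II genes had 0 higher and 11 lower of 11 (camera adjusted p = 5.7e-07, and adjusted p = 0.43 with an estimated correlation), with H2-Aa at −3.95 and Cd74 at −3.68, and junctions 2 higher and 9 lower of 11 (camera adjusted p = 6.5e-05, and adjusted p = 0.43 with an estimated correlation), with Cdh1 at −6.63 and Tjp1 and Jup called higher, Jup in spite of a higher CPM in only 1 of 3 libraries. Mesenchymal genes had 9 higher and 9 lower of 25, with a median of −0.36 and a mean of 0.21 beside a test that pointed up (camera adjusted p = 0.218), and among them Snai1 (5.64), Sparc (3.92) and Zeb1 (2.77) were higher. The SASP list had 5 higher and 7 lower of 15, a median and a mean of −0.16, and a test that pointed up (camera adjusted p = 0.794), with Il6 (5.60) and Igfbp7 (4.95) higher and Cdkn2a (−4.35) lower. MHC class I had 6 higher and 1 lower of 13 (camera adjusted p = 0.235), NF-kB genes 3 higher and 2 lower of 11 (camera adjusted p = 0.794) and immediate early genes 8 higher and 1 lower of 16 (camera adjusted p = 0.0853).

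**Figure D4:**
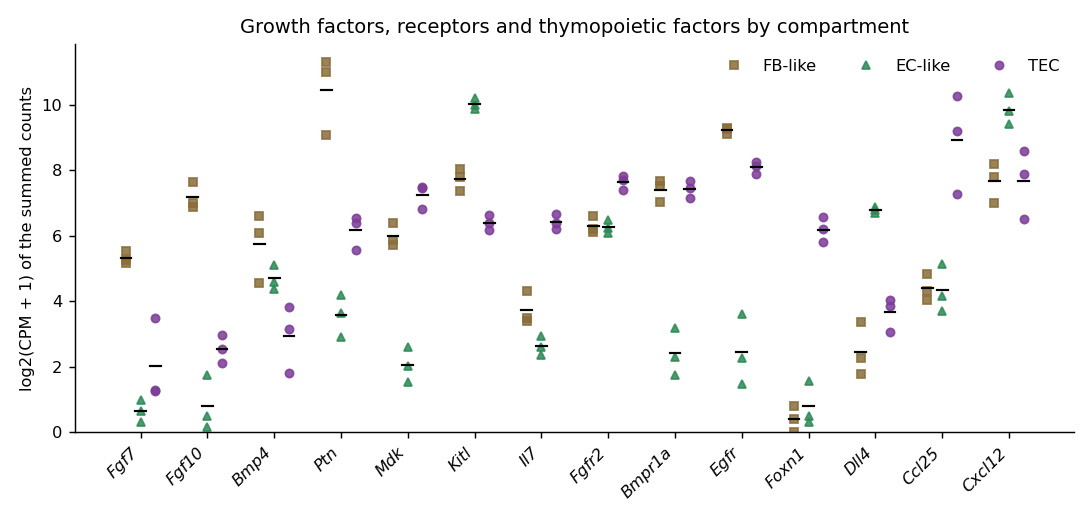
Level of 14 named genes as log2(CPM + 1) (vertical axis) in FB-like cells, EC-like cells and TECs. Each point is the summed count of 1 library and each black line the mean of the 3 libraries. Fgf7, Fgf10 and Ptn are highest in FB-like cells, Dll4, Kitl and Cxcl12 in EC-like cells, and Il7, Mdk, Foxn1 and Ccl25 in TECs.

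Between the Foxn1Lin male and WT male libraries, which differ in genotype, the largest gaps among TEC genes lay in antibody and mucous genes. The log2 ratio (with 0.5 CPM added) was −7.59 for the antibody gene Ighg2c (2 against 3967 UMIs, or 0.215 against 137 CPM), −6.87 for Iglc2 (1.18 against 196 CPM) and −4.96 (−5.24 to −4.77) for Bpifa1, a secreted airway protein and goblet marker (16.6 against 532 CPM). Scgb3a1 (3.11 against 147 CPM) and Muc5b (0.215 against 30.9 CPM), both of secretory epithelium, lay lower too, and goblet-like cells numbered 6 against 46. Low-UMI barcodes of the WT male library held Ighg2c at 252 CPM, above its TEC level, but the log2 ratio after free RNA was subtracted was −7.70. Higher in the Foxn1Lin male TECs were A330093E20Rik (31.9 against 1.48 CPM), 1700018G05Rik (19.4 against 0.552 CPM) and Gm17167 (121 against 0 UMIs). In FB-like cells Gm17167 was also higher (497 against 2 UMIs), with Gm17056 at 16.1 against 0.855 CPM and the ion channel gene Asic2 at 14.8 against 2.39 CPM, while the cytokine Tnfsf11, or RANK ligand, stood at 0.482 against 18.1 CPM and Nxph1 at 5.49 against 89.6 CPM. In EC-like cells Zbtb16 stood at 189.8 against 22.1 CPM (log2 ratio 3.07), Pth1r at 22.8 against 2.96 CPM, Tgfb2 at 4.49 against 36.5 CPM and the lymphangiogenic factor Vegfc at 20.1 against 88.0 CPM.

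By list, the SASP genes stood higher in the Foxn1Lin male library, with a median log2 ratio of 0.44 in TECs, 0.28 in FB-like and 0.65 in EC-like cells, at percentiles 100, 99.3 and 100 of 10000 random lists matched on expression. Thymopoietic factors stood lower, at −0.43, −0.54 and −0.38 (percentiles 0.47, 1.27 and 9.25). MHC class II genes differed in direction between compartments, at 0.19 in TECs (percentile 98.9) but −0.99 in FB-like (6 genes measured, percentile 0.02) and −0.84 in EC-like cells (7 genes, percentile 0.01). Immediate early genes stood at 0.20, 0.53 and 0.11 (percentiles 99.4, 99.99 and 93.9) and MHC class I genes at −0.05, −0.42 and −0.16 (percentiles 49.4, 0.57 and 39.9). The other lists measured lay within the central 95% of random lists in each compartment. With 1 library on each side these are descriptions of the libraries, with no p-value. Random lists draw genes independently, whereas members of a fixed list can move together. Extreme percentiles thus do not measure how unusual a list is, here or in the pair that follows.

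Between the Foxn1Lin female and Foxn1Lin male libraries, which differ in sex, 3 genes were among the 5 highest in the female in every compartment. Sema3c, which encodes a secreted guidance cue and was also fixed as a marker of capsular fibroblasts, was at 1034 against 8.70 CPM in TECs (log2 ratio 6.81, 6.58 to 7.23), 1099 against 27.7 CPM in FB-like and 1041 against 12.4 CPM in EC-like cells. Gm19951 (log2 ratios 6.36, 6.45 and 5.99) and Gm11867 (6.33, 6.40 and 6.41), which have no assigned function, followed. Gm19951 lay below its level in low-UMI barcodes (404 CPM) in each compartment (164, 237 and 333 CPM) and stood 3.07 times higher in cells with the most ribosomal RNA reads than in those with the fewest. TECs of the female library also held more of the antibody genes Ighm (535 against 9.23 CPM) and Igkc (2121 against 43.9 CPM). Both lead a mixed TEC cluster with T lineage markers (48 against 8 cells), and low-UMI barcodes of the female library held Igkc at 2371 CPM, above its TEC level. Those of the male library held Igkc at 1565 and Ighm at 644 CPM, far above its TECs, and subtraction of free RNA left nothing of either in male TECs, so no ratio is given after it. EC-like cells of the female library held more Igfbp6 (5.26, or 3.66 after free RNA was subtracted). They also held more of the mTEC1 marker Ccl21a (248 against 3.72 CPM, log2 ratio 5.88, or 7.43 after subtraction). Lower in the female library were A330093E20Rik (−4.92) and the glutathione transferase Gstp1 (−3.69) in TECs, the estrogen sulfotransferase Sult1e1 (−5.14) in FB-like cells, and the phosphate-regulating hormone Fgf23 (8.304 against 213 CPM, log2 ratio −4.60, −5.01 to −4.36), Nt5e (−4.18) and Olr1 (−3.36) in EC-like cells. Fgf23 and Nt5e are leading genes of venous cluster 5. That cluster held 268 of 2078 EC-like cells in the female but 299 of 836 in the Foxn1Lin male library. By UMIs it made up 1664869 of 10116651 against 3474023 of 7794070. Its share moves in the direction of these gaps but by far less, so it can account for only part of them.

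Among lists, thymopoietic factors stood higher in TECs of the female library (median log2 ratio 0.68, percentile 99.98) and in EC-like cells (0.68, percentile 99, or 0.27 after free RNA was subtracted), and close to the male library in FB-like cells (0.05, turning to −0.08 after subtraction). The mixed share of TECs moves with the first of these, at 12.7% (10.6 to 15.2) of TECs in the female against 3.26% (1.98 to 5.05) in the male library. The largest mixed clusters carry cTEC markers and hold 48 and 34 female against 8 and 9 male cells. SASP genes stood lower in all 3 compartments, at −0.45, −0.72 and −0.41 (TECs, FB-like and EC-like cells, percentiles 0.04, 0.02 and 1.17). Immediate early genes stood at −0.71 in TECs (percentile 0) and −0.64 in FB-like cells (percentile 0.08) but 0.15 in EC-like cells (percentile 95.9). NF-kB genes stood at −0.77 in EC-like cells (percentile 0), MHC class II genes at −0.61 (percentile 0.45) and MHC class I genes at −0.48 (percentile 0.51) in EC-like and −0.39 (percentile 1.14) in FB-like cells. The EC-like sums differ in make-up between these libraries. Capillary cells were 1553 of 2078 in the female against 455 of 836 in the male library, and venous cells 268 against 299. In TECs the receptors stood at −0.30 (percentile 1.28) and mesenchymal genes at −0.19 (percentile 2.32). MHC class II genes of FB-like cells (0.23) turned to −0.51 after subtraction, and growth factors of EC-like cells (0.41) to −0.08. The remaining lists lay within the central 95% of random lists.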

Values the study reported

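The study reports 1,093 Foxn1tdTom TECs and detected reporter transcription in all TEC clusters, the aaTEC1 and aaTEC2 clusters among them. In its quality control, 4,062 cells, or 23.0% of the data, were removed.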

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

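Which tests were chosen after the result was seen: that of free RNA as the whole source of the EC-like reporter, both for the Spp1+Prok2+ cluster, those of free RNA and of a single ribosomal source for Sema3c, and the splits of sums, whereas the other tests of the EC-like reporter and those of ribosomal reads and depth for Sema3c were written before their values were computed. No prediction was written in advance for that cluster's comparison with FB-like and vSMC/PC-like reporter levels. Nor was one for the reporter levels without cells of at least 2 reporter UMIs.

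EC-like cells held more reporter than FB-like cells, by 2.12 times (1.87 to 2.40) in the Foxn1Lin female and 1.95 times (1.66 to 2.31) in the Foxn1Lin male library. Markers of other types put free RNA at 5.93% and 0.923% of EC-like UMIs, or 14.2 and 3.93 CPM of reporter. The excess over FB-like cells was 1.96 and 5.75 times as high. This cannot decide whether free RNA is the whole source, since the same limit fails in FB-like cells. There it was 5.57% and 0.423% of UMIs, too little for the 24.9 and 23.7 CPM they held. With TEC markers alone the limit for EC-like cells was 9.99% and 1.32%. Free RNA from TECs would give EC-like cells other TEC genes in the same proportion. The ratio of the reporter was higher than that of 89.6% of TEC genes in the female and 90.2% in the male library, which lies at the edge of the range set in advance and leaves free RNA open. Doublets with TECs also stay possible: EC-like cells with at least 2 reporter UMIs held TEC genes at 3.21 times the level of those with none in the female but 1.14 times in the male library. Such cells do not make up the whole excess. Without them the reporter stood at 37.1 CPM in EC-like against 17.9 in FB-like cells (female) and 25.5 against 11.3 (male).

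The Spp1+Prok2+ cluster carried the reporter with little epithelial RNA. Its reporter level was 5.48 times that of low-UMI barcodes in the female and 4.23 times in the male library, which argues against free RNA. Mixture with TECs would bring other TEC genes too, but their median ratio to TECs was 0.0651 and 0.0267 where the reporter's was 1.57 and 1.44. A history of Foxn1 in these cells may explain the reporter, since neither of these tests gave another source, though expression of Foxn1 in some other lineage was not tested. Mixture of fibroblasts with mural cells, whose markers the cluster also holds, is argued against as the reporter's source, as FB-like cells held it at 24.9 and 23.7 CPM and vSMC/PC-like cells at 47.1 and 31.3 CPM against 1313 and 1803 CPM in the cluster.

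Sema3c stood far higher in all compartments of the female library. Free RNA and depth are argued against, as its lowest level was 1.39 times that of low-UMI barcodes and its lowest ratio to a male library after thinning was 14.9. Reads of ribosomal RNA, whose genes made up 3.58% of UMIs in the female library against 0.630% and 1.304%, could contribute: Sema3c was 1.27 times (1.24 to 1.303) higher in cells with the most of them, between the bounds set in advance. They are argued against as the whole source, since Cmss1, Lars2, Camk1d and Cdk8 rose by at least 3.10 times. Sex and any other trait of that library stay open.

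Low-UMI barcodes held the reporter at 240 CPM in the female and 426 CPM in the male library, a signal in barcodes outside the cells that the report compares. A CreER-WPRE feature had 6 UMIs in cells of the Foxn1Lin male library and stands outside the comparisons too. The log2 ratio of Cxcl12 between FB-like cells and TECs was −0.41 in the female and 0.50 in the Foxn1Lin male library, with 220 against 234 CPM in the WT male library, so only the Foxn1Lin male library went up, and this difference was not tested. For H2-D1 it was −0.0747 and 0.72, with 1872 against 1293 CPM in the WT male, so only the female library went down, also untested. Tnfaip3 in EC-like cells over TECs stood at −0.22 in the female and 1.67 in the Foxn1Lin male library, with 272 against 96.8 CPM in the WT male, so again only the female library went down, untested as well.

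Sums were regrouped in 10 splits, too few for a share under 0.05. Only some of them parted all 3 pairs of sums from the same library, as the real one does, so fewer keep the pairing of the fit. Only 1 split, the real one, reached as many called list genes: 92 for aaTEC1-like cells, 93 and 56 for the Spp1+Prok2+ cluster against TECs and FB-like cells, 113 for FB and 105 for EC against TECs in fits of those sums alone, with 0 as the highest of any other split. Any other split puts both classes on each side, which raises the spread within sides. Few calls there were likely in advance, so the splits cannot decide whether the calls arose by chance.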

How the results depend on the processing

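Alternatives that used the highest doublet scores, the Otog+ cluster, the mixed TEC clusters or the Spp1+Prok2+ cluster were tests chosen after the data were seen, and the others were set before the data were examined. Of 63 counts of higher list genes 63, and of 63 counts of lower ones 61, stayed within 1.5 times. With each library left out in turn, the higher and lower counts ran from 30 to 35 and 49 to 57 for aaTEC1-like cells, 44 to 55 and 34 to 41 for the Spp1+Prok2+ cluster against TECs, 19 to 32 and 21 to 33 against FB-like cells, 58 to 71 and 37 to 45 for FB, and 32 to 43 and 50 to 68 for EC against TECs. Without the library block, the pairing of sums no longer removes differences between libraries. In that fit 15 rather than 30 list genes were lower in the Spp1+Prok2+ cluster than in FB-like cells. Named genes kept direction and call in 707 of 785 cases for aaTEC1-like cells, 682 of 717 and 450 of 500 for the Spp1+Prok2+ cluster against TECs and FB-like cells, 558 of 572 for FB and 543 of 561 for EC. DESeq2 kept 78 of 92 calls for aaTEC1-like cells and 86 of 93 for the Spp1+Prok2+ cluster against TECs.

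Signs depended most on the comparison group. Against mTEC1-like cells alone, 36 rather than 55 list genes were lower in aaTEC1-like cells, and Ccl25 (0.29), Ctss (0.40), Cd40 (1.38), Traf1 (0.64), Egfr (−0.89) and Cxcl2 (4.41) reversed, because the other classes no longer set the reference. In the Spp1+Prok2+ cluster Ctss (0.45), Psmb10 (0.12), Traf1 (2.29), Fgfr2 (−0.88) and Egfr (−0.12) did so. In aaTEC1-like cells Bmp4 and Mdk reversed and were called higher with the Otog+ cluster added (2.81 and 1.26), doublet calls kept (2.39 and 0.997), the highest doublet scores removed (3.29 and 1.25), lists left in the clustering (2.17 and 0.99) and no integration (2.75 and 1.13). H2-K1 changed sign with the Otog+ cluster added (−0.0219) and the highest scores removed (−0.11), as did Il33 (0.20) with the former and H2-D1 (−0.10) with the latter. In those 5 settings the smallest aaTEC1-like sum held 822542, 777679, 775987, 759559 and 782163 UMIs in the genes fitted against 393792, so the class was larger. With the Otog+ cluster added, the larger class is the only change. For the other settings, whether it is the cause was not tested.

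Most reporter shares (female, then male) fell after thinning, since a thinned cell holds fewer UMIs, but that of male aaTEC1-like cells went from 87.5% to 19 of 20 cells with 4 cells left out. At 2000 UMIs they were 59.9% and 74.2% for TECs, 78.3% and 77.4% for cTEC-like, 79.8% (male) for mTEC1-like, 40.5% and 61.1% for mTEC2-like, 5.05% and 2.64% for FB-like, 10.9% and 8.61% for EC-like and 8.86% and 6.93% for vSMC/PC-like cells. With at least 2 reporter UMIs asked for, they were 67.8% and 81.3% for TECs, 68.6% (female) for aaTEC1-like, 60.5% and 82.3% for mTEC1-like, 65.4% (female) for mTEC2-like, 1.71% and 1.95% for FB-like, 3.51% and 8.97% for EC-like and 1.81% and 2.36% for vSMC/PC-like cells. A filter per cell gave 85.4% and 91.4% of TECs, 97.4% (male) of aaTEC1-like, 66.1% and 86.3% of Spp1+Prok2+ and 81.7% (male) of mTEC1-like cells. With doublet calls kept, mTEC1-like cells stood at 83.3% (male) and mTEC2-like at 85.98% (female). Of 141 such shares 108 stayed within the counting interval.

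Class shares stayed within it in 67 of 87 cases. With no integration TECs were 10.9% of the female and 16.6% of the Foxn1Lin male library, FB-like cells 36.6%, 32.2% and 40.97% (female, Foxn1Lin male, WT male) and vSMC/PC-like cells 17.5% of the Foxn1Lin male. With the highest doublet scores removed TECs were 11.1%, 16.5% and 25.1%, EC-like cells 30.3% of the female, vSMC/PC-like 17.8% of the Foxn1Lin male and 8.89% of the WT male, and MEC-like 0% of the Foxn1Lin male library. The filter per cell gave TECs 26.2% of the WT male, FB-like 33.4% of the Foxn1Lin male and the Spp1+Prok2+ cluster 0.884% of the female library. Keeping doublet calls gave 26.1% TECs in the WT male and 0.0309% MEC-like cells in the Foxn1Lin male library. At resolution 1 for all cells FB-like were 33.1% and vSMC/PC-like 17.8% of the Foxn1Lin male library. The cause was not tested. The aaTEC2-like alternatives were not run because no TEC cluster took the name. Small changes mostly went uncalled in the simulations: of genes changed 1.5 times, they recovered 4.18% (aaTEC1-like), 5.37% (Spp1+Prok2+ against TECs) and 0.299% (FB against TEC). Far fewer genes changed there than were called in the real fits, so these rates may not carry over.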

Other observations

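No test was chosen here after its result was seen. The share of cells removed here was 13.5% (2378 of 17677). It is lower than the share the study removed, but the rules differ: the UMI bound and the share of low-quality cells that removes a cluster were set here, and mixed and parathyroid cells stayed in.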
